A study of Mus musculus with 8 samples. Its data were reported in "Enhancer-associated H3K4 methylation safeguards in vitro germline competence" (2021).

How the data were processed

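Bulk RNA-seq of mouse R1 embryonic stem cell derivatives was used, 2 libraries each of WT and Mll3/4 dCD cells at day 2 of EpiLC differentiation and in EpiSC culture, 8 libraries in 4 groups. The values are a signal per gene that the authors deposited: TPM by header (transcript abundance scaled to a fixed total per library), multiplied by 1 factor per library. That reading rests on column sums that differ between libraries, 1 of them above the total that this unit allows, and on median ratios to the mean of each stage's table between 0.978 and 1.045, the way size factors leave them. The plan had assumed TPM without that factor. The authors quantified reads with kallisto and its bootstraps and aggregated them to genes in sleuth with Ensembl release 96 (GRCm38, or mm10), and the versions of those tools are not given in the sources used here. These values keep no counts, so read depth and the precision it gives are unknown. Of all values in both tables, 42.2% were 0. A further 6 columns of embryonic stem cell data could not be mapped to a labelled sample and are not used here.

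Gene identifiers were joined to symbols and positions in GENCODE release M21, the counterpart of Ensembl 96, for 32013 of 32334 genes (99.0%). The genes analysed here cover 98.4% of annotated coding genes on chromosomes 1 to 12, X, Y and M but 69.7% on chromosomes 13 to 19 (3820 of 5477), so some genes of those chromosomes are not analysed here. Values were taken as log2(value + 1). This scale understates the fold change of low genes, and log2 fold changes printed for genes near 0 depend on the added constant. Genes with a value of at least 1 in at least 2 libraries were kept (12717). A gene low in most groups meets this filter only through the group where it is high. Which list members were measured can therefore depend on the change itself. Near-identical gene copies and pseudogenes share reads in any such quantification, and their values are given with that limit.

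A linear model with 1 mean per group was fitted to all 8 libraries with limma 3.58.1 in R 4.3.3 (eBayes with a mean-variance trend). Contrasts were dCD against WT in EpiLC, in EpiSC, and the difference of these effects, EpiSC less EpiLC. The effect over both stages came from a model with stage and genotype as terms. P values were adjusted by Benjamini and Hochberg within each contrast, with calls at an adjusted p under 0.05. Each library of a stage shares medium and protocol by the labels, no batch or date is given, and the dCD genotype cannot be told apart from its clonal line. The planned test of EpiSC against EpiLC in WT was not run because the tables of the stages look scaled apart.

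The 38 gene lists and the chromosomes were tested with camera at a preset correlation of 0.01, with lists of at least 5 measured members, and again with an estimated correlation and with fry. Lists of cell states and pathways were written before the data were examined, and others were taken from the study's supplementary gene and enhancer tables, which came from its other experiments. Linked and unlinked genes were compared by the difference of medians with 100000 two-sided permutations of the link label. Overlap between stages was tested with Fisher's exact test.

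Named genes followed a rule: among called genes with a symbol, a mean of at least 5 over the 4 libraries of the stage and all dCD values on 1 side of all WT values, the 10 highest and 10 lowest log2 fold changes per stage, and by the same criteria 5 and 5 for the interaction and for both stages. For the interaction the rule was first read without the condition on library order. It was then read as needing that order at both stages, after the output was seen, which replaced Gm10241 and Gm6763 by Folr1 and Sycp3. For both stages the order had to hold at both, in 1 direction. From each list described, up to 4 members with the smallest p were named, and a panel of genes the study discusses was fixed beforehand. Members of lists named because they were the few that moved against the rest, and those the text marks, were chosen after their values were seen. Values of some list members are not reported here.

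On simulated data with 200 changed genes, 100 of each size, tested at the spread of these libraries, a log2 change of 1 was recovered in 57 genes in EpiLC, 60 in EpiSC, 31 for the interaction and 85 over both stages, and a log2 change of 2 in 92, 85, 78 and 100, with 6, 3, 6 and 10 false calls. With each group given its own spread the false calls in EpiLC were 36, beside 59 and 93 genes recovered at a log2 change of 1 and 2. That is a larger share of false calls than the call threshold sets. Calls in EpiLC may therefore hold more false ones than their adjusted p states. False calls with that spread were 1 in EpiSC, 5 for the interaction and 8 over both stages. The simulated noise was independent between genes and libraries. In the real EpiLC libraries, replicate differences of WT and dCD correlated at -0.583 across genes, and more genes were called than the 200 changed here. The simulated recovery and false calls may therefore not hold for these libraries. The log2 SD between replicates was 0.211 in EpiLC WT, 0.372 in EpiLC dCD, 0.158 in EpiSC WT and 0.182 in EpiSC dCD. Ribosomal protein genes took 16.13% and 18.88% of the sum in EpiLC WT, 21.2% and 16.4% in EpiLC dCD, and between 15.11% and 16.18% in EpiSC.

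Alternatives were pseudocounts of 0.1 and 5, no filter, a mean of at least 5, median-of-ratios scaling, quantile normalization, mitochondrial genes removed, each stage fitted alone, no trend, a robust fit, the replicate number as a block, and each library left out in turn. Removal of mitochondrial genes was followed by rescaling of each library to a common total. That step also undoes the factor per library, and the 2 changes were not tested apart. Over both stages, the stage-alone setting took the mean of the 2 stage contrasts in the joint fit. For the linked genes the alternatives were the mean, a mean value of at least 5, and Group I enhancers. Another 4 were added after the data were seen: a crossed block in EpiLC, weights per group, both EpiLC libraries with higher ribosomal protein values left out, and removal of each library's trend on transcript length by loess, for the 12610 genes with a length (99.2%). Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.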

Results

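Bulk RNA-seq was analysed here from mouse pluripotent cells of 2 genotypes at 2 stages, with 8 libraries in 4 groups of 2. The genotypes are wild type (WT) and Mll3/4 dCD, a line of the R1 embryonic stem cell background whose H3K4 methyltransferases KMT2C (MLL3) and KMT2D (MLL4) carry mutations that abolish their catalytic activity. The stages are epiblast-like cells on day 2 (EpiLC) and epiblast stem cells (EpiSC). EpiLC are a transient state able to become primordial germ cell-like cells (PGCLC), and EpiSC a later primed state in which that competence is largely lost. KMT2C and KMT2D place most of the H3K4me1 found at enhancers, so the dCD line asks how far transcription depends on that activity at each stage. EpiLC were grown for 2 days and EpiSC for at least 8 days in medium with 20 ng/ml activin A and 12 ng/ml bFGF, after embryonic stem cell culture in 0.4 µM PD0325901 and 3 µM CHIR99021. The values used are deposited abundances per gene, which keep no read depth, so the depth of each library is unknown here. Column sums were 823909 and 921194 in EpiLC WT, 1033290 and 813537 in EpiLC dCD, 908188 and 916890 in EpiSC WT, and 889282 and 870220 in EpiSC dCD. Of 32334 genes listed, 12717 had a value of at least 1 in at least 2 libraries and were tested. The comparisons were planned before the data were examined, except where the text says that a test was chosen after.

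Kmt2c read 5.788 and 3.554 in EpiLC WT and 2.569 and 5.965 in EpiLC dCD, then 4.717 and 5.256 in EpiSC WT and 6.062 and 6.984 in EpiSC dCD. Kmt2d read 7.153 and 4.151, 2.72 and 7.591, 4.861 and 4.964, and 6.7 and 7.926 in the same order. Neither transcript passed the test at either stage (adjusted p = 0.834 and 0.591 for Kmt2c, 0.825 and 0.49 for Kmt2d). A catalytic point mutation leaves the mRNA in place, so these values check nothing about the genotype labels. The 2 stages were deposited in tables that look scaled apart, so WT levels are given across stages without a test. T (Brachyury), a primitive streak factor, read 4 ± 0.354 (SD, n = 2) in EpiLC WT and 219 ± 31.8 in EpiSC WT, and Fgf5, a growth factor of the primed epiblast, read 82 ± 4.56 and 229 ± 19.8. Pou5f1, which encodes OCT4, read 1617 ± 127 and 1182 ± 58.6, and the de novo DNA methyltransferase gene Dnmt3b read 788 ± 93.5 and 392 ± 2.3. All means below are given with the SD of n = 2 libraries, and fold changes with their standard error.

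The first question was which transcripts change in dCD EpiLC. Zscan4f (chromosome 7, 11397915 to 11402318 in GRCm38), a marker of the two-cell-like state, rose from 0.8522 and 0.5657 in the WT libraries to 19.69 and 18.52 in dCD (log2 3.56 ± 0.13, adjusted p = 4.54e-05). Gbp2 (chromosome 3, 142620602 to 142638008), an interferon-inducible GTPase, rose from 0.914 ± 0.0812 to 25.3 ± 2.14 (log2 3.78 ± 0.13, adjusted p = 3.56e-05). The uridine phosphorylase gene Upp1 rose from 4.96 ± 0.11 to 80.4 ± 7.6 (log2 3.77 ± 0.24, adjusted p = 0.000372). Esrrb, a nuclear receptor of naive pluripotency, rose from 0.337 ± 0.0175 to 5.44 ± 0.776 (log2 2.26 ± 0.19, adjusted p = 0.00101). In the other direction the collagen gene Col3a1 (chromosome 1, 45311538 to 45349706) fell from 42.5 ± 2.34 to 1.79 ± 0.91 (log2 -4.00 ± 0.25, adjusted p = 0.000367). Kcnj3, a potassium channel gene on chromosome 2 at 55435970 to 55598145, fell from 14.4 ± 2.19 to 0.828 ± 0.268 (log2 -3.07 ± 0.18, adjusted p = 0.00028).

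Tests with limma called 1288 genes in dCD EpiLC, 10.1% of those tested, with 961 higher and 327 lower, and 401 and 78 of these at least 2-fold. Genes higher in dCD made up 74.6% of the calls, and 58.8% when the libraries were quantile normalized. These EpiLC calls may hold more false ones than the threshold sets, as the simulated data did with each group given its own spread. The 10 strongest increases also included Sprr2a2, a cornified envelope gene (0.0942 ± 0.068 to 15.7 ± 4.2, log2 3.91 ± 0.21). They held Gm8332 (log2 3.49 ± 0.24) and 2 pairs of near-identical copies whose members carry the same values, Gm6763 with Gm8764 (log2 4.08 ± 0.14) and Gm20765 with Gm21312 (log2 3.65 ± 0.11). Reads cannot be assigned between such copies, so each pair is counted with that uncertainty. The processed pseudogene Gm10241 was listed at 0 in 1 WT library and 6.051e-06 in the other, against 81.47 and 219.1 in dCD. Strong decreases included the axon guidance gene Sema6a (log2 -2.07 ± 0.23), the posterior homeobox gene Nkx1-2 (log2 -1.98 ± 0.23) and the imprinted adaptor gene Grb10 (log2 -1.97 ± 0.22). Ppp4r4 (log2 -1.84 ± 0.18), Fam49a (log2 -1.79 ± 0.15), Col1a1 (log2 -1.73 ± 0.18) and Mup6 (log2 -1.63 ± 0.17) complete them with a processed pseudogene, Gm12918. Its libraries read 210.5 and 129.6 in WT and 2.643 and 1.877e-05 in dCD. The Gm12918 call ended without EpiLC WT replicate 1 (log2 -6.10, adjusted p = 0.0573). The labels do not say whether the replicates are separate cultures, so p here measures spread between these samples, which may be technical. The counts were 306 higher and 52 lower without EpiLC WT replicate 1, 356 and 64 without WT replicate 2, and 1893 and 1387 without dCD replicate 2. Because the variance is shared across stages, leaving out EpiSC WT replicate 1 or 2 gave 605 and 155 or 607 and 156, and EpiSC dCD replicate 1 or 2 gave 198 or 200 lower. EpiLC counts were 289 and 60 with the stage fitted alone, 331 and 52 with weights per group, 565 and 183 with mitochondrial genes removed, 519 and 170 with a mean of at least 5, and 579 and 184 without EpiLC WT replicate 2 and dCD replicate 1 together. Genes lower numbered 538 with quantile normalization and 493 with the length trend removed. Removal of mitochondrial genes here and below includes rescaling of each library to a common total, so its changes cannot be credited to those genes alone.

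Gene lists were then tested in EpiLC. Of the 22 genes of the two-cell-like state list 9 were measured, and these rose, with 0 falling and 0 not passing, the same adjusted over the list alone (median log2 2.42, adjusted p = 1.67e-14, and adjusted p = 0.0237 with an estimated correlation). The 9 met the filter through the dCD EpiLC libraries, and 0 of them would through WT libraries alone, so which members were measured depends on the change itself. With no filter 21 of the 22 had a value, of which 17 rose, 0 fell and 4 did not pass (median log2 0.734). Beside Zscan4f the list includes its paralog Zscan4e (log2 3.03) and members of the Usp17l deubiquitinase family. These families share near-identical copies, so the count of separate genes is uncertain. In the naive pluripotency list 12 of 17 rose, 0 fell and 5 did not pass, with 14 higher and 1 lower adjusted over the list alone. Of these 17, 14 would meet the filter through WT libraries alone, and with no filter 10 of 21 naive pluripotency genes rose and 0 fell. With the filter their median log2 was 0.801 (adjusted p = 9.18e-09, and adjusted p = 0.269 with an estimated correlation). Spp1, which encodes osteopontin, rose from 4.32 ± 0.158 to 47 ± 4.85 (log2 3.17 ± 0.14). The imprint-maintaining zinc finger gene Zfp57 rose from 26.8 ± 1.33 to 72.2 ± 1.24 (log2 1.40 ± 0.09), and the homeobox gene Gbx2 from 3.74 ± 0.218 to 21.6 ± 4.25 (log2 2.25 ± 0.24). The formative epiblast list, of genes that come up after the naive state, had a median log2 of -0.33, with 2 higher, 2 lower and 16 of 20 not passing. It had 2 higher and 7 lower adjusted over the list alone (adjusted p = 0.00217, and adjusted p = 0.405 with an estimated correlation). The higher members were Dnmt3a (log2 0.63 ± 0.11) and Cdh2 (log2 0.76 ± 0.18). The lower members were Myc (71.3 ± 2.13 to 42 ± 3.16) and Etv5 (134 ± 14.9 to 82.3 ± 14.1), and the Myc call ended without EpiLC WT replicate 1 (adjusted p = 0.061). Etv5 was lost without either EpiLC WT library (adjusted p = 0.167 without replicate 1 and 0.0697 without replicate 2) and when any EpiSC library was left out (adjusted p = 0.0645, 0.0647, 0.054 and 0.0539). It was also lost with mitochondrial genes removed (0.115) and with the length trend removed (0.0547).

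Germline and extraembryonic lists also passed in EpiLC. Of the germ cell specification list 8 of 12 rose, 0 fell and 4 did not pass, with 10 higher and 1 lower adjusted over the list alone (median log2 1.23, adjusted p = 5.46e-07, and adjusted p = 0.269 with an estimated correlation). Examples are the X-linked homeobox genes Rhox5 (10.08 and 12.6 to 99.11 and 71.92) and Rhox6 (0.171 ± 0.0146 to 4.36 ± 0.77), with log2 2.80 and 2.19. The interferon-induced membrane protein gene Ifitm1 (8.29 ± 0.0155 to 80.2 ± 28.5) and the germ cell transcription factor gene Tfap2c (0.42 ± 0.0537 to 3.08 ± 0.36) rose by log2 3.08 and 1.52. In the list of methylation-sensitive germline genes 7 of 17 rose, 0 fell and 10 did not pass, with 8 higher and 0 lower adjusted over the list alone. The group had a median log2 of 0.487 (adjusted p = 0.000816, and adjusted p = 0.269 with an estimated correlation). Tex19.1, a germline and placental gene, rose from 10.8 ± 0.999 to 48.2 ± 2.88 (log2 2.06 ± 0.15). Fkbp6, needed in spermatogenesis, rose from 2.04 ± 0.128 to 7.24 ± 2.22, though its call ended without EpiLC WT replicate 1 (adjusted p = 0.0524). For trophectoderm and extraembryonic ectoderm 6 rose, 1 fell and 5 did not pass, with 7 higher and 1 lower adjusted over the list alone (median log2 0.825, adjusted p = 0.00126, and adjusted p = 0.269 with an estimated correlation). Its members include Rhox5, Tfap2c and the keratin gene Krt19 (2.96 ± 0.0631 to 16.3 ± 5.84). Rhox5 and Tfap2c are also in the germ cell specification list. For primitive and visceral endoderm 2 of 14 rose, Rhox5 and the X-linked antigen gene Trap1a (6.84 ± 0.227 to 76.4 ± 14), 0 fell and 12 did not pass. Rhox5 is also in the germ cell specification and trophectoderm lists, so the passes of these lists do not stand for separate lineages. Rhox5 and Trap1a also passed adjusted over the endoderm list alone (median log2 0.464, adjusted p = 0.00278, and adjusted p = 0.405 with an estimated correlation). That call ended without EpiLC dCD replicate 2 (adjusted p = 0.0578).

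Further EpiLC lists covered patterning, stress and stroma. Of 39 Hox genes listed 11 were measured, with a median log2 of -1.14, 1 higher, 5 lower and 5 not passing. Low members meet the filter through the group where they are high, so which were measured may depend on the change itself. The list had 1 higher and 7 lower adjusted over the list alone (adjusted p = 0.000625, and adjusted p = 0.462 with an estimated correlation). Hoxc10 fell from 4.18 ± 0.306 to 0.236 ± 0.0557, a call lost when EpiLC WT replicate 2 and dCD replicate 1 were both left out (adjusted p = 0.0685). In the primitive streak and mesendoderm list 6 rose, 2 fell and 17 did not pass, with 8 higher and 2 lower adjusted over the list alone (median log2 0.249, adjusted p = 0.0105, and adjusted p = 0.622 with an estimated correlation). T rose from 4 ± 0.354 to 18 ± 0.293, and Apela, a ligand of the apelin receptor, from 15.1 ± 1.72 to 49.2 ± 6.67. The 2 lower members were Wnt8a and Sp8. Wnt8a lost its call without EpiLC WT replicate 1 or 2 (adjusted p = 0.0767 or 0.0752). Sp8 lost its call without either of these (0.125 or 0.124), without EpiLC dCD replicate 1 (0.0505), without EpiSC WT replicate 1 or 2 (0.051 or 0.0511), and with no filter (0.051) or mitochondrial genes removed (0.067). The call of the streak list ended without EpiLC dCD replicate 1 (adjusted p = 0.0882) and with a pseudocount of 5 (adjusted p = 0.11). Hypoxia and glycolysis had 3 higher, 0 lower and 19 not passing, with 5 higher and 0 lower adjusted over the list alone (median log2 0.308, adjusted p = 0.000802, and adjusted p = 0.419 with an estimated correlation). The glucose transporter gene Slc2a1 rose from 77.5 ± 2.35 to 281 ± 37.8 (log2 1.84 ± 0.16). Heat shock and immediate early genes had 5 higher, 1 lower and 9 not passing, with 7 higher and 1 lower adjusted over the list alone (median log2 0.461, adjusted p = 0.0027, and adjusted p = 0.405 with an estimated correlation). The chaperone gene Hspb1 rose from 43.1 ± 4.17 to 213 ± 73.2, and the list call ended when EpiLC WT replicate 2 and EpiLC dCD replicate 1 were both left out (adjusted p = 0.0649). For p53 targets 3 rose, 0 fell and 12 did not pass, the same adjusted over the list alone (median log2 0.232, adjusted p = 0.0317, and adjusted p = 0.419 with an estimated correlation). Among them the antiproliferative gene Btg2 rose from 13.9 ± 1.4 to 35.4 ± 1.26, and the list call ended without EpiLC dCD replicate 1 (adjusted p = 0.071) or dCD replicate 2 (adjusted p = 0.0813). Fibroblast and feeder markers had 1 higher, 3 lower and 8 not passing, with 2 higher and 4 lower adjusted over the list alone (median log2 -0.269, adjusted p = 0.0109, and adjusted p = 0.405 with an estimated correlation). Col3a1, Col1a1 and Postn (3.31 ± 0.566 to 0.168 ± 0.052), which encode matrix proteins, fell, and the list call ended without EpiLC dCD replicate 1 (adjusted p = 0.071) and with the transcript length trend removed (adjusted p = 0.0548).

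**Figure D1:**
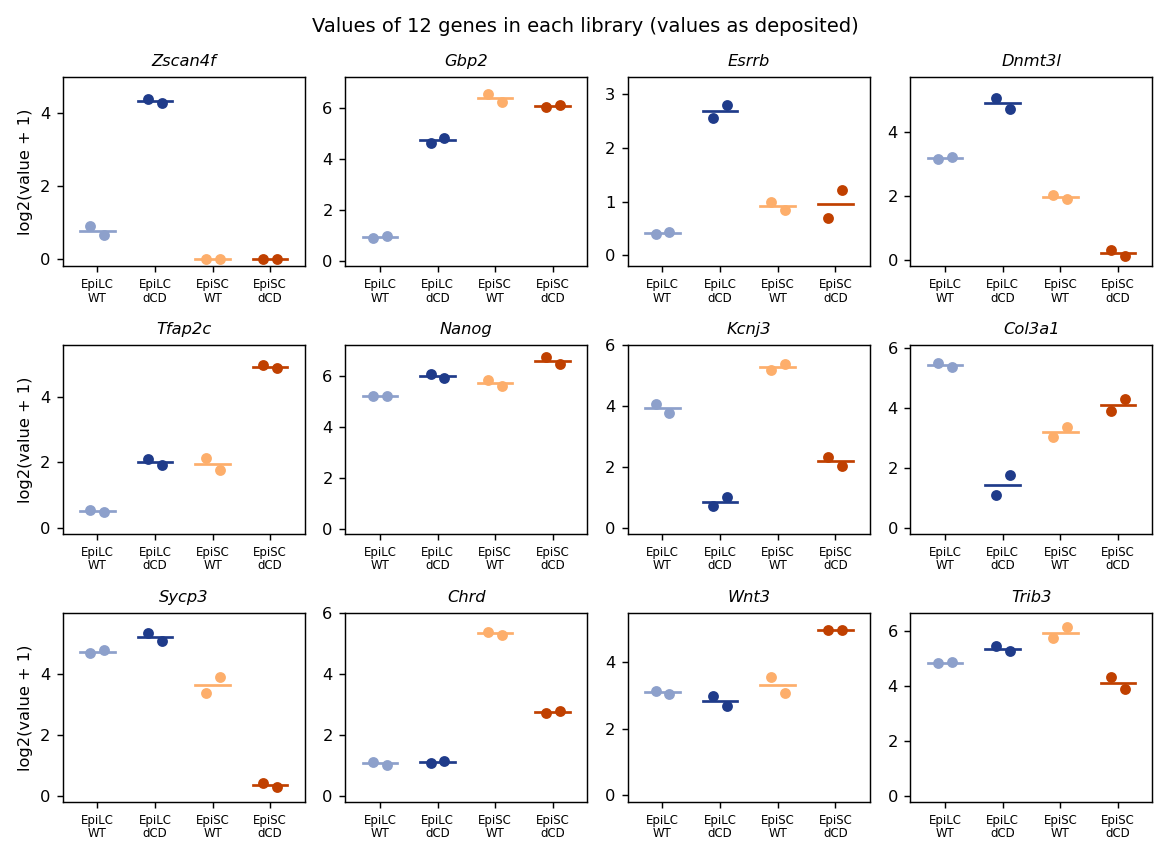
Each point is 1 library, as log2 of the deposited value plus 1, for 12 genes in the 4 groups of 2, with bars at the group means. Zscan4f rose in dCD EpiLC (log2 3.56), Tfap2c rose at both stages (log2 1.52 and 2.98), Kcnj3 fell at both (log2 -3.07 and -3.09), and Sycp3 fell in dCD EpiSC (log2 -3.25).

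The same question in EpiSC had a different set of leading genes. Fmr1nb (chromosome X, 68761839 to 68804567), a testis antigen gene, fell from 35.6 ± 0.557 in WT to 0.677 ± 0.346 in dCD (log2 -4.46 ± 0.22, adjusted p = 0.000368). Sycp3 (chromosome 10, 88459569 to 88473236), part of the meiotic synaptonemal complex, fell from 11.5 ± 3.16 to 0.29 ± 0.091 (log2 -3.25 ± 0.19, adjusted p = 0.000368). Cer1 and Chrd encode secreted antagonists made around the primitive streak and node, and both fell. Cer1 went from 221 ± 56.4 to 31.3 ± 6.53 and Chrd from 39.4 ± 2.22 to 5.79 ± 0.207 (log2 -2.77 ± 0.21 and -2.57 ± 0.12). Tfap2c (chromosome 2, 172549593 to 172558622), an AP-2 factor of germ cell and trophoblast development, rose from 2.9 ± 0.67 to 29.7 ± 1.38 (log2 2.98 ± 0.15, adjusted p = 0.000368). Npy, which encodes neuropeptide Y, rose from 2.13 ± 0.967 to 37.5 ± 4.52 (log2 3.65 ± 0.22, adjusted p = 0.000373).

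In dCD EpiSC 1842 genes were called, 14.5% of those tested, with 963 higher and 879 lower, and 379 and 274 at least 2-fold. The 10 strongest increases also included Sprr2a2 (66.5 ± 15 to 634 ± 65.8, log2 3.25 ± 0.21), its close copy Sprr2a3 (log2 3.06 ± 0.22), the synaptic organizer gene Cbln1 (log2 3.23 ± 0.25) and the nephron progenitor factor gene Six2 (log2 3.22 ± 0.22). Col5a2 (log2 3.17 ± 0.20), the chromatin remodeller gene Dpf3 (log2 3.00 ± 0.25) and Xlr3b (log2 2.99 ± 0.16), a near copy of Xlr3a, were also among them. Gm12918 read 0.002239 and 4.121 in WT and 44.8 and 100.6 in dCD, and its call ended with a pseudocount of 0.1 (adjusted p = 0.0726), without EpiSC WT replicate 1 (adjusted p = 0.0619) and without EpiSC dCD replicate 2 (adjusted p = 0.105). The strongest decreases also included the phospholipase gene Pla2g1b (29.9 ± 3.5 to 1.2 ± 0.0173, log2 -3.81 ± 0.22), Kcnj3 (37.9 ± 3.92 to 3.59 ± 0.698, log2 -3.09 ± 0.18) and the kinase gene Pim2 (496 ± 66 to 79.4 ± 20.9, log2 -2.65 ± 0.19). They held 4930447C04Rik (log2 -3.02 ± 0.18), Mef2b (log2 -2.74 ± 0.22) and the fatty acid transporter gene Slc27a2 (log2 -2.73 ± 0.10). The pseudogene Gm20486 (log2 -2.90 ± 0.52) was lost without EpiSC WT replicate 2 (adjusted p = 0.109). Counts fell to 434 higher and 357 lower without EpiSC WT replicate 1, 274 and 233 without WT replicate 2, 563 and 385 without dCD replicate 1, and 353 and 322 without dCD replicate 2. They reached 1476 and 1534 without EpiLC dCD replicate 1 and 1476 and 1540 without EpiLC dCD replicate 2, the group with the widest spread between replicates (log2 SD 0.372). EpiSC counts were 1713 and 1798 with the stage fitted alone (48.8% higher), 2036 and 2124 with weights per group (48.9%), and 1706 and 1808 without EpiLC WT replicate 2 and dCD replicate 1 together (48.5%), against a higher share of 52.3% in the joint fit of all libraries. They were 462 and 507 with a mean of at least 5, and 535 were lower with mitochondrial genes removed.

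Developmental lists moved in dCD EpiSC. In the primitive streak and mesendoderm list 15 of 25 rose, 4 fell and 6 did not pass, with 19 higher and 4 lower adjusted over the list alone (median log2 1.06, adjusted p = 2.45e-05, and adjusted p = 0.453 with an estimated correlation). Wnt3, a ligand that starts streak formation, rose from 9.07 ± 2.28 to 30.2 ± 0.123 (log2 1.65 ± 0.18). Among members chosen after their values were seen, the streak factor genes Evx1 (3.39 ± 1.91 to 25 ± 0.428), Mixl1 (17.5 ± 11.5 to 93 ± 7.37) and Eomes (53 ± 18.7 to 181 ± 19.9) rose. The Mixl1 call ended without EpiSC dCD replicate 2 (adjusted p = 0.0649). The members that fell were Cer1, Chrd, Wnt8a (22.1 ± 2.17 to 4.32 ± 1.08) and Apela (165 ± 10.3 to 75.9 ± 0.0623). BMP and SMAD1/5 targets had 8 higher, 1 lower and 2 not passing, with 9 higher and 1 lower adjusted over the list alone (median log2 1.17, adjusted p = 3.98e-05, and adjusted p = 0.453 with an estimated correlation). Msx1, a homeobox target of BMP signalling, rose from 1.12 ± 0.364 to 16 ± 4.87 (log2 2.98 ± 0.22), the ligand gene Bmp4 from 6.86 ± 0.202 to 26.7 ± 4.54 (log2 1.81 ± 0.19). Bmp7, the lower member, fell (log2 -0.89 ± 0.12), a call lost without EpiSC WT replicate 2 (adjusted p = 0.0536). The 11 measured Hox genes of 39 listed had 5 higher, 0 lower and 6 not passing, with 9 higher and 0 lower adjusted over the list alone (median log2 1.17, adjusted p = 3.59e-05, and adjusted p = 0.453 with an estimated correlation). Here too low members meet the filter through the group where they are high. The members that rose include Hoxd1 (0.122 ± 0.104 to 3.03 ± 1.04). The neuroectoderm list had 7 higher, 1 lower and 5 not passing, with 10 higher and 2 lower adjusted over the list alone (median log2 0.548, adjusted p = 0.000768, and adjusted p = 0.32 with an estimated correlation). Its lower member was the forebrain gene Six3 (2.01 ± 0.236 to 0.603 ± 0.0415). Primitive and visceral endoderm had 7 higher, 2 lower and 5 not passing, with 9 higher and 2 lower adjusted over the list alone (median log2 0.745, adjusted p = 0.0056, and adjusted p = 0.453 with an estimated correlation). Gata4, an endoderm factor gene, rose from 8.71 ± 2.33 to 33.1 ± 1.5. FGF-ERK targets had 5 higher, 0 lower and 10 not passing, with 6 higher and 0 lower adjusted over the list alone (median log2 0.231, adjusted p = 0.0171, and adjusted p = 0.453 with an estimated correlation). The phosphatase gene Dusp6 rose from 104 ± 4.6 to 180 ± 31.1, a call lost without EpiSC WT replicate 1 or 2 (adjusted p = 0.0637 or 0.11), without EpiSC dCD replicate 2 (0.0725) and with mitochondrial genes removed (0.053).

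In germ cell specification the EpiSC list had 4 higher, 0 lower and 8 not passing, the same adjusted over the list alone (median log2 0.057, adjusted p = 0.039, and adjusted p = 0.473 with an estimated correlation). Prdm1 (6.96 ± 3.45 to 31.8 ± 0.133), which encodes BLIMP1, Kit (16.9 ± 5.01 to 47.5 ± 1.09), the receptor for stem cell factor, and Tfap2c rose. The call ended without EpiLC dCD replicate 1 (adjusted p = 0.0785) or dCD replicate 2 (adjusted p = 0.0786), without EpiSC dCD replicate 2 (adjusted p = 0.0684) and with the length trend removed (adjusted p = 0.0661). The trophectoderm and extraembryonic ectoderm list also holds Tfap2c. It had 4 higher, 1 lower and 7 not passing, the same adjusted over the list alone (median log2 0.262, adjusted p = 0.0446, and adjusted p = 0.453 with an estimated correlation). It was lost without EpiLC dCD replicate 1 (adjusted p = 0.0643) or dCD replicate 2 (adjusted p = 0.0637). The methylation-sensitive germline genes had 0 higher, 6 lower and 11 not passing, the same adjusted over the list alone (median log2 -0.229, adjusted p = 0.000786, and adjusted p = 0.32 with an estimated correlation). Besides Sycp3, the piRNA pathway gene Tdrkh fell from 48 ± 2.82 to 15.7 ± 0.886, Tex19.1 from 7.51 ± 0.809 to 2.44 ± 0.465, and the meiotic cohesin gene Stag3 (log2 -1.46 ± 0.19).

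Metabolic and stress lists also passed in EpiSC. Of the integrated stress response list 16 of 19 fell, 0 rose and 3 did not pass, the same adjusted over the list alone (median log2 -0.972, adjusted p = 1.32e-11, and adjusted p = 0.32 with an estimated correlation). Trib3 (61.1 ± 12.6 to 16.5 ± 3.55) and Chac1 (63 ± 7.97 to 14.9 ± 5.2), targets of ATF4 and CHOP, fell (log2 -1.83 and -2.04). The mitochondrial folate enzyme gene Mthfd2 fell from 181 ± 19.7 to 74.8 ± 3.84, and the amino acid transporter gene Slc7a5 from 230 ± 28.7 to 97.7 ± 5.43. Hypoxia and glycolysis had 1 higher, 4 lower and 17 not passing, with 1 higher and 9 lower adjusted over the list alone (median log2 -0.338, adjusted p = 0.00176, and adjusted p = 0.463 with an estimated correlation). Pdk1, a kinase gene that restrains pyruvate oxidation, fell from 48.1 ± 2.65 to 16.1 ± 4.33, a call lost without EpiSC WT replicate 2 (adjusted p = 0.0569). The glucose transporter gene Slc2a3 rose from 345 ± 16.9 to 599 ± 38.2, a call lost without EpiSC WT replicate 1 or 2 (0.0799 or 0.0755), without EpiSC dCD replicate 1 or 2 (0.0716 or 0.0588) and with mitochondrial genes removed (0.0572). For p53 targets 2 rose, 1 fell and 12 did not pass, with 6 higher and 1 lower adjusted over the list alone (median log2 0.34, adjusted p = 0.0274, and adjusted p = 0.453 with an estimated correlation). This ended without EpiSC dCD replicate 2 (adjusted p = 0.105). Btg2 was among the higher members, from 33 ± 1.22 to 63.1 ± 4.4. The naive pluripotency list did not pass in EpiSC (5 higher, 5 lower, 7 not passing, median log2 0.117, adjusted p = 0.747). The nuclear receptor gene Nr0b1 rose from 0.187 ± 0.00204 to 7.05 ± 1.72 and Fgf4 fell from 13.9 ± 2.08 to 3 ± 0.25. The two-cell-like state list had 0 of 9 passing (adjusted p = 0.991), and Zscan4f was listed at 0 in all 4 EpiSC libraries.

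**Figure D2:**
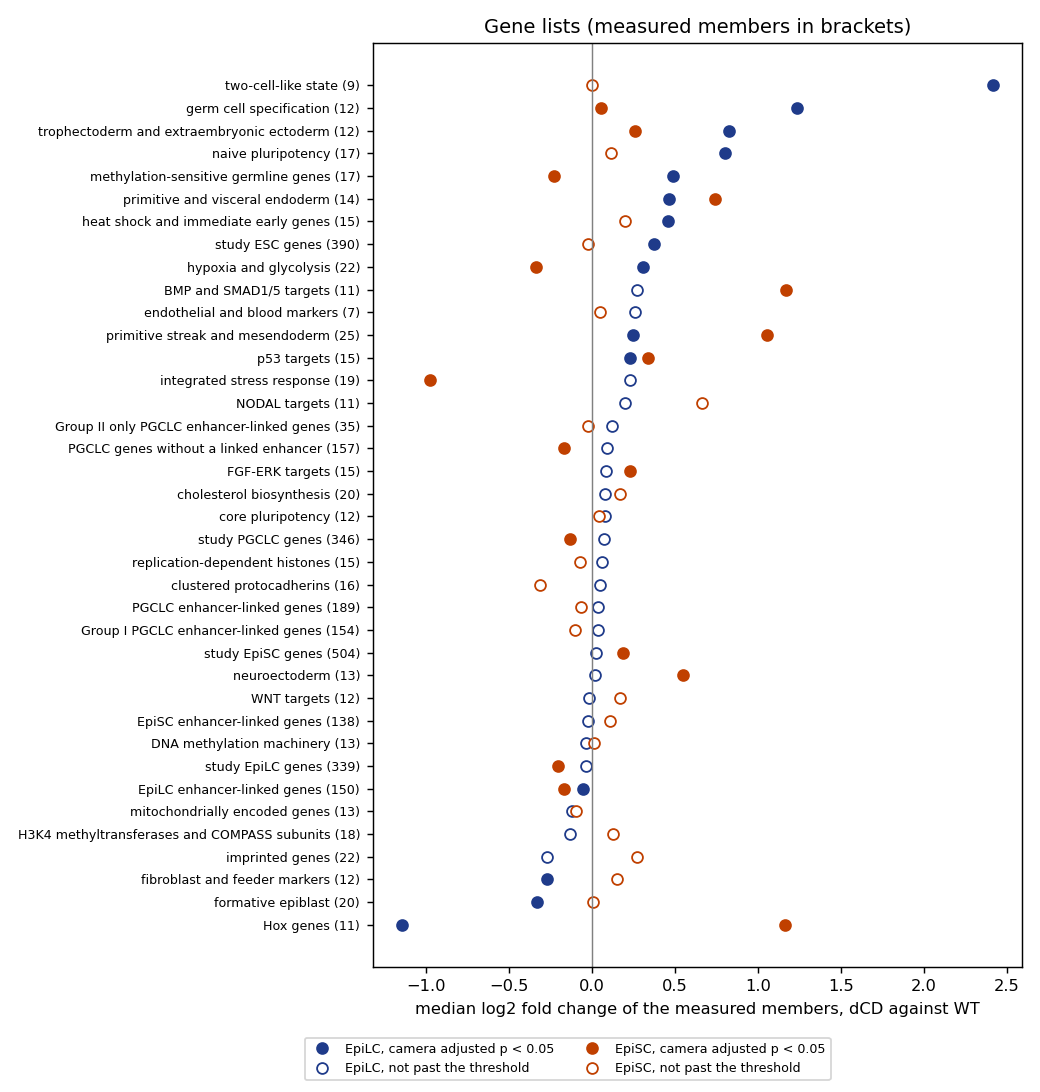
Each of the 38 gene lists has 1 point per stage at the median log2 fold change of its measured members, dCD against WT, filled where the camera test passed. The two-cell-like state list had a median of 2.42 in EpiLC, and the integrated stress response list -0.972 in EpiSC.

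The third question was whether the dCD effect differs between the stages. Trap1a, an X-linked tumour antigen gene at 139333683 to 139338169, rose in EpiLC (log2 3.29 ± 0.18) and fell in EpiSC from 22 ± 0.331 to 5.89 ± 1.53, a difference of log2 -5.05 ± 0.26 (adjusted p = 0.000452). Folr1, the folate receptor gene, rose from 3.88 ± 0.15 to 35 ± 8.45 in EpiLC and fell from 6.95 ± 0.902 to 3.26 ± 0.447 in EpiSC (difference log2 -3.76 ± 0.27, adjusted p = 0.000981). The EpiSC call of Folr1 ended without EpiSC WT replicate 1 or 2 (adjusted p = 0.0707 or 0.167), without EpiSC dCD replicate 1 or 2 (0.0662 or 0.146) and with a pseudocount of 5 (0.0548). Dnmt3l, the cofactor of the de novo DNA methyltransferases, rose from 8.12 ± 0.263 to 29.6 ± 5.18 in EpiLC and fell from 2.91 ± 0.267 to 0.161 ± 0.108 in EpiSC (log2 1.73 ± 0.16 and -1.75 ± 0.16). The interaction test called 1319 genes, 465 with a higher and 854 with a lower dCD effect in EpiSC, with 321 and 578 differing by at least 2-fold. The higher share was 35.3%, and 46.1% with quantile normalization. Counts were 148 and 327 without EpiLC WT replicate 1, 189 and 379 without EpiLC WT replicate 2, and 1366 and 1859 without EpiLC dCD replicate 2. They were 233 and 428 without EpiSC WT replicate 1, 139 and 287 without EpiSC WT replicate 2, 287 and 430 without EpiSC dCD replicate 1, and 195 and 431 without EpiSC dCD replicate 2. With a mean of at least 5 they were 168 and 385, with mitochondrial genes removed 303 and 511, and with weights per group 274 were higher.

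The fourth question was which genes share a dCD effect over both stages. Kcnj3 fell at each stage (log2 -3.08 ± 0.13 over both, adjusted p = 9.18e-05), as did Ppp4r4 (log2 -1.67 ± 0.14), Slc27a2 (log2 -1.96 ± 0.28) and the RhoGAP gene Arhgap45 (log2 -1.92 ± 0.23). Pim2 was lower over both (log2 -1.86 ± 0.30), and lost its call without EpiSC WT replicate 1 (adjusted p = 0.0613) or dCD replicate 2 (adjusted p = 0.064). Xlr3a rose from 1.08 ± 0.0829 to 20.9 ± 0.259 in EpiLC and from 1.63 ± 0.167 to 17.4 ± 3.01 in EpiSC, with its copy Xlr3b at log2 2.89 ± 0.13 over both. Col5a2 (log2 2.35 ± 0.32) and the copies Sprr2a2 and Sprr2a3 also rose at each stage, and Sprr2a3 lost its joint call with a pseudocount of 5 (adjusted p = 0.0751). Over both stages 609 genes were called, 413 higher and 196 lower, with 109 and 42 at least 2-fold, and the higher share of 67.8% was 57.8% with quantile normalization. Those counts were 187 and 83 without EpiLC WT replicate 1, 166 and 84 without EpiLC WT replicate 2, and 373 lower without EpiLC dCD replicate 1. They were 149 and 60 without EpiSC WT replicate 1, 157 and 65 without EpiSC WT replicate 2, 198 and 70 without EpiSC dCD replicate 1, and 131 and 64 without EpiSC dCD replicate 2. Taken as the mean of the 2 stage contrasts in the joint fit of group means, they were 1338 and 724. With weights per group they were 1416 and 1220, with no filter 250 and 129, and with mitochondrial genes removed 258 and 126. Comparing the separate calls, 208 genes were higher at both stages where 72.8 would fall together by chance, and 95 were lower at both against 22.6 (odds ratios 4.02 and 6.06, Fisher's exact p = 5.53e-48 and 2.79e-35 across genes, which are not independent replicates). Opposite calls numbered 86 higher in EpiLC and lower in EpiSC against 66.4 by chance (Fisher's exact p = 0.0118), and 33 the other way against 24.8 (p = 0.0893). Both tests take each gene's variance from 1 joint fit, so calls fall together in genes of low variance with or without a shared effect, and these excesses are not read as shared effects. In a comparison chosen after the data were seen, the 422 genes called at both stages had the same direction in 303 and opposite directions in 119 (odds ratio 6.93, Fisher's exact p = 9.34e-18 across genes). Across all tested genes the 2 fold changes correlated at r = 0.113, and the stages share no control libraries.

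**Figure D3:**
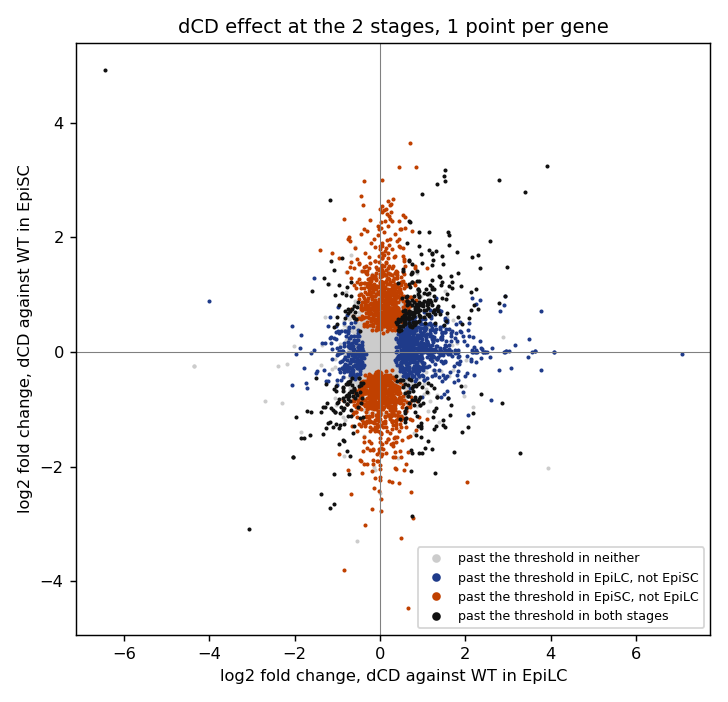
Each point is 1 tested gene, with its log2 fold change of dCD against WT in EpiLC across and in EpiSC upward, coloured by the stage in which it passed. Among the calls 208 genes were higher and 95 lower at both stages, and r was 0.113 over all genes.

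The fifth question was whether PGCLC genes with an enhancer linked by the study respond differently from those without one. Of the study PGCLC genes, 346 of 389 were measured, 189 of them with a linked PGCLC enhancer and 157 without. Links were read from the study's enhancer table, which names fewer genes than the study's text counts, so some genes treated here as unlinked could have a link. Among linked genes Spp1, Upp1 and Esrrb rose in EpiLC, and Tfap2c rose while Pla2g1b fell in EpiSC. Among unlinked genes Trap1a rose in EpiLC, and Sycp3 and Fgf4 fell in EpiSC while Nr0b1 rose. In EpiLC the median log2 fold change was 0.035 for linked and 0.09 for unlinked genes, a difference of -0.055 (permutation p = 0.356 over 100000 permutations of the link label across genes). In EpiSC the medians were -0.065 and -0.168, a difference of 0.102 (permutation p = 0.0527). The EpiLC difference turned to 0.074 without EpiLC dCD replicate 1 (permutation p = 0.0481), and the EpiSC difference was 0.152 without EpiSC dCD replicate 1 (p = 0.00533) and 0.101 without EpiSC WT replicate 2 (p = 0.0271). It also passed by the mean (0.144, permutation p = 0.0438) and with a pseudocount of 0.1 (0.132, p = 0.0396). Group I enhancers are those with more H3K4me1 in EpiLC than in EpiSC by the study's measure, and with genes linked to these alone the differences were -0.055 and 0.064. Genes are not independent replicates of the genotype, so these p values compare genes within 1 WT and 1 dCD line.

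The study's own marker lists were drawn from its single-cell RNA-seq and enhancer maps and not from these libraries. In EpiLC 123 of 390 measured study ESC genes rose, 3 fell and 264 did not pass, with 164 higher and 14 lower adjusted over the list alone (median log2 0.374, adjusted p = 2.83e-14, and adjusted p = 0.0237 with an estimated correlation). Spp1 is its member with the smallest p, followed by 2410141K09Rik and Triml1 (log2 2.15 and 2.13). In EpiSC the study ESC genes did not pass (46 higher, 54 lower, median log2 -0.021, adjusted p = 0.764). The study EpiLC genes did not pass in EpiLC (33 higher, 32 lower, adjusted p = 0.122). In EpiSC 22 of them rose, 83 fell and 234 did not pass, with 29 higher and 103 lower adjusted over the list alone (median log2 -0.201, adjusted p = 3.98e-05, and adjusted p = 0.32 with an estimated correlation). Dnmt3l and Sycp3 are among those that fell. The study EpiSC genes did not pass in EpiLC (66 higher, 28 lower, adjusted p = 0.829). In EpiSC they had 105 higher, 39 lower and 360 not passing, with 135 and 51 adjusted over the list alone (median log2 0.189, adjusted p = 0.000127, and adjusted p = 0.453 with an estimated correlation). Fabp7, a radial glia marker, rose from 5.82 ± 0.806 to 39.3 ± 0.00585, and the sulfotransferase gene Chst1 fell (log2 -2.42). The study PGCLC genes did not pass in EpiLC (60 higher, 17 lower, adjusted p = 0.208). In EpiSC this list had 29 higher, 65 lower and 252 not passing, with 34 and 77 adjusted over the list alone (median log2 -0.132, adjusted p = 0.00833, and adjusted p = 0.32 with an estimated correlation). Among them the PGCLC enhancer-linked genes passed at neither stage (adjusted p = 0.285 and 0.176). The PGCLC genes without a linked enhancer passed in EpiSC with 12 higher, 33 lower and 112 not passing, 15 and 39 adjusted over the list alone (median log2 -0.168, adjusted p = 0.000571, and adjusted p = 0.132 with an estimated correlation). EpiLC enhancer-linked genes had 13 higher, 16 lower and 121 not passing in EpiLC, 18 and 23 adjusted over the list alone (median log2 -0.056, adjusted p = 0.015, and adjusted p = 0.419 with an estimated correlation). Their call ended without EpiLC WT replicate 1 (adjusted p = 0.0522) or EpiLC dCD replicate 1 (adjusted p = 0.134). In EpiSC they had 12 higher, 37 lower and 101 not passing, 16 and 47 adjusted over the list alone (median log2 -0.169, adjusted p = 0.00455, and adjusted p = 0.453 with an estimated correlation). EpiSC enhancer-linked genes passed at neither stage (adjusted p = 0.489 and 0.0583).

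Genes of pluripotency and the germ line that the study discusses were read individually. Nanog rose from 35.8 ± 0.07 to 63.2 ± 5.46 in EpiLC and from 52.2 ± 6.36 to 96.5 ± 13.1 in EpiSC (log2 0.80 ± 0.14 and 0.87 ± 0.14, adjusted p = 0.0136 and 0.00738). The EpiLC call for Nanog ended without EpiLC WT replicate 1 (adjusted p = 0.0929) or replicate 2 (adjusted p = 0.0843), and the EpiSC call without EpiSC WT replicate 2 (adjusted p = 0.0762). Sox2 rose from 28 ± 1.9 to 46.4 ± 1.58 in EpiLC (adjusted p = 0.014), a call lost without EpiLC WT replicate 1 (adjusted p = 0.071) or replicate 2 (adjusted p = 0.102). The embryonic chromatin factor gene Utf1 fell in EpiSC from 156 ± 10.1 to 72.3 ± 23.7 (adjusted p = 0.0257), a call lost without EpiSC WT replicate 1 or 2 (adjusted p = 0.107 or 0.173) and without EpiSC dCD replicate 1 (adjusted p = 0.113). Otx2, a factor of the primed epiblast, read 32.5 ± 8.77 in EpiLC WT and 31.8 ± 18.1 in dCD, and 64.2 ± 13 and 113 ± 19.5 in EpiSC (adjusted p = 0.893 and 0.234). Fgf5, Pou5f1, Dnmt3b, Grhl2 and Lrrc34 passed at neither stage (adjusted p = 0.14, 0.969, 0.0802, 0.15 and 0.0704 in EpiLC, and 0.974, 0.2, 0.696, 0.559 and 0.455 in EpiSC). The translational repressor gene Dnd1 rose from 7.77 ± 0.768 to 14.2 ± 2.18 in EpiLC and from 3.27 ± 0.403 to 5.59 ± 0.539 in EpiSC (adjusted p = 0.0241 and 0.0398). Its EpiLC call was lost without EpiLC WT replicate 1 or 2 (adjusted p = 0.167 or 0.0878), EpiLC dCD replicate 1 (0.0568) or EpiSC WT replicate 1 or 2 (0.0528 or 0.0526). Its EpiSC call was lost without EpiLC WT replicate 1 or 2 (adjusted p = 0.0697 or 0.0698), EpiSC WT replicate 1 or 2 (0.107 or 0.255) or EpiSC dCD replicate 1 or 2 (0.102 or 0.228). Klf4, a naive pluripotency factor, rose from 0.917 ± 0.0726 to 2.3 ± 0.0288 in EpiLC, a call lost without EpiLC WT replicate 1 or 2 (adjusted p = 0.0985 or 0.111). In EpiSC Klf4 rose from 1.49 ± 0.122 to 2.85 ± 0.593, lost without EpiLC WT replicate 1 or 2 (adjusted p = 0.0602 or 0.0601), EpiSC WT replicate 1 or 2 (0.153 or 0.13) or EpiSC dCD replicate 2 (0.15). Dnmt3a, a de novo DNA methyltransferase gene, rose from 159 ± 8.2 to 247 ± 30.8 in EpiLC (adjusted p = 0.0151), lost without EpiLC WT replicate 1 or 2 (0.0795 or 0.108) and with quantile normalization (0.0905). With mitochondrial genes removed and libraries rescaled, the EpiLC calls of Sox2, Dnd1, Klf4 and Dnmt3a ended (adjusted p = 0.0937, 0.0505, 0.0597 and 0.189). So did the EpiSC call of Klf4 (0.0638). Losses of single calls with each stage fitted alone or with weights per group are not listed here. Klf5 is not analysed here. The germ cell genes Prdm14 and Dppa3 stayed under the expression filter and were not tested, as did Lrrc31. Prdm14 read 0.00531 ± 0.00751 in WT and 0.245 ± 0.0303 in dCD EpiLC, and 0.0357 ± 0.00158 and 0.24 ± 0.117 in EpiSC. Dppa3 read 0.624 ± 0.123 and 1.07 ± 0.931, then 0.4255 ± 0.0098 and 0.14 ± 0.0757 in the same order.

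Lists that did not pass at either stage bound what was seen. Core pluripotency had 2 higher and 0 lower of 12 in EpiLC and 2 and 1 in EpiSC (adjusted p = 0.255 and 0.534), and the H3K4 methyltransferases and COMPASS subunits 1 and 0 of 18, then 0 and 1 (adjusted p = 0.181 and 0.979). Mitochondrially encoded genes had 0 higher and 1 lower of 13, then 0 and 0 (adjusted p = 0.181 and 0.534). In the cholesterol biosynthesis list 4 of 20 rose in EpiLC and 1 in EpiSC (adjusted p = 0.151 and 0.0523). No chromosome passed the camera test at either stage, with 1 at an unadjusted p under 0.05 in EpiLC and 1 in EpiSC, while the self-contained test fry passed 11 and 0. On chromosome 14 the median log2 fold change was 0.091 in EpiLC and 0.083 in EpiSC (adjusted p = 0.734 and 0.301), and on the X 66 genes rose and 22 fell in EpiLC against 63 and 37 in EpiSC (adjusted p = 0.982 and 0.915).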

Values the study reported

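The study defined 389 PGCLC genes and linked 415 PGCLC enhancers to 216 of them, on average 1.9 enhancers per gene.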

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

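Tests of the Zscan4 sum, of a remaining stem cell state, of the streak genes that fell and of the length trend were chosen after the data were seen. The other tests here were chosen before they were run. Bounds on the number of called members were set before libraries were left out but after the main calls were known. The results below drew attention because the test of the difference between stages passed, except for the primitive streak genes discussed last. That test found 465 genes with a higher and 854 with a lower dCD effect in EpiSC than in EpiLC.

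Among genes, Gm12918, a processed pseudogene, differed by log2 11.356, with libraries near 0 on opposite sides at the 2 stages. Col3a1 differed by 4.893, with a fall in EpiLC. Nrp1, a semaphorin and VEGF coreceptor gene, differed by 3.162 and read 4.82 ± 1.57 in EpiSC WT and 27.6 ± 5.74 in dCD. Fabp7, a fatty acid binding protein gene, differed by 2.976 (5.82 ± 0.806 to 39.3 ± 0.00585 in EpiSC). Npy differed by 2.942, and that call ended with a pseudocount of 0.1 (adjusted p = 0.166). Fmr1nb differed by -5.121, Trap1a by -5.05, Gbp2 by -4.089, Folr1 by -3.762 and Sycp3 by -3.741. Fmr1nb and Sycp3 did not pass in EpiLC (adjusted p = 0.116 and 0.173), and Gbp2 did not pass in EpiSC (adjusted p = 0.163).

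Among lists the median difference was -2.416 for the two-cell-like state (adjusted p = 1.14e-11, and 0.0467 with an estimated correlation), -0.41 for study ESC genes (2.9e-08 and 0.0467 in the same order) and -0.321 for PGCLC genes without a linked enhancer (0.00053 and 0.0467), the 3 that also passed with an estimated correlation. The 9 measured two-cell-like genes met the filter through the dCD EpiLC libraries, and 0 of them passed in EpiSC (median log2 0). Their difference therefore repeats the EpiLC rise and adds no separate support. The median difference was -0.847 for the integrated stress response (2.51e-10 and 0.365), -0.773 for hypoxia and glycolysis (3.43e-07 and 0.373), -1.073 for methylation-sensitive germline genes (5.25e-07 and 0.135), -1.156 for naive pluripotency (0.000107 and 0.389) and -0.214 for study PGCLC genes (0.00348 and 0.231). It was 1.848 for Hox genes (1.8e-07 and 0.446), 0.464 for fibroblast and feeder markers (0.00312 and 0.373), 0.729 for BMP and SMAD1/5 targets (0.00747 and 0.611), 0.351 for the formative epiblast (0.00894 and 0.509) and 0.133 for study EpiSC genes (0.0143 and 0.611). Of 39 Hox genes 11 were measured, and low members meet the filter through the group where they are high. The Hox difference may follow in part from that selection. The BMP and SMAD1/5 targets lost their call without EpiLC dCD replicate 2 (adjusted p = 0.103), and the study EpiSC genes without EpiLC dCD replicate 1 (0.0588) or EpiSC dCD replicate 2 (0.0576).

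In dCD EpiLC 21 genes of the two-cell-like and naive lists were higher, and 9 two-cell-like and 2 naive genes among them would not meet the expression filter through WT libraries alone. Reads moving between near-identical Zscan4 copies are argued against by the sum over all 9 Zscan4 genes and pseudogenes, 1.716 and 1.671 in WT against 61.99 and 58.41 in dCD, where the lowest dCD sum was 34 times the highest WT sum. Of the 21, at least 13 stayed called without any 1 EpiLC library (13 without WT replicate 1 or WT replicate 2, 18 without dCD replicate 1 and 20 without dCD replicate 2), and 21 after the length trend was removed. A part of the dCD culture that stayed in the stem cell state could raise these genes too. Study ESC genes were higher (adjusted p = 0.0237 with an estimated correlation), while study EpiLC genes had a median of -0.035. The formative epiblast list had a median of -0.33, with 2 higher, 2 lower and 16 not passing (camera adjusted p = 0.00217, and 0.405 with an estimated correlation). These values do not settle whether such a part remained. A slower exit from the naive state in the dCD line is a candidate explanation that these bulk libraries leave open beside a remaining stem cell part, as is a trait of the clone.

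In dCD EpiSC 16 integrated stress response genes were lower. Removing the length trend left all 16 called, which argues against transcript length. Leaving out 1 EpiSC library left 8 of the 16 called without WT replicate 2 or without dCD replicate 2 (13 without WT replicate 1, 11 without dCD replicate 1), exactly the bound of 8 set beforehand, and all 16 kept their direction, so dependence on 1 library stays open. Between replicates of 1 genotype, the median over the list of each gene's log2 difference was at most 0.222 in size, against a median change of -0.972. Neither genotype has a culture harvested apart, so medium, density or time of harvest could give the same values. These states and the genotype cannot be told apart here.

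In dCD EpiSC 15 primitive streak genes were higher. Their list did not pass the camera test of the difference between stages (adjusted p = 0.167), and its median was also above 0 in EpiLC (log2 0.249). A smaller share of pluripotent cells could raise streak markers, and 4 of the list fell (Cer1, Chrd, Wnt8a and Apela). Those falls were known when this test was chosen, so it cannot decide the question. Core pluripotency genes in EpiSC had 2 higher, 1 lower and 9 not passing (median log2 0.043). Of the 15, at least 9 stayed called without any 1 EpiSC library (9 without WT replicate 2) and 15 after the length trend was removed. The neuroectoderm and the primitive and visceral endoderm lists were also higher in dCD EpiSC (median log2 0.548 and 0.745), and these 2 lists and the streak list did not pass with an estimated correlation (adjusted p = 0.32, 0.453 and 0.453). No other biological explanation of the streak pattern was tested. A smaller share of pluripotent cells and a trait of the clone stay open.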

How the results depend on the processing

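The crossed block, weights per group, removal of 2 EpiLC libraries together and removal of the length trend were chosen after the data were seen. Direction was compared only where at least 1 of the 2 settings passed. Single genes named by the rule, by the lists or after their values were seen kept side and direction in 6823 comparisons with an alternative, lost the call in 664 and gained it in 121, and lists did so in 1769, 80 and 89. Of the genes named by the rule, 19 of 20 in EpiLC, 18 of 20 in EpiSC, 9 of 10 for the interaction and 5 of 10 over both stages were called under all alternatives that tested them. A gene removed by the filter of an alternative was not tested there and does not count against these shares. Zscan4f, low in the other groups, was not tested with a mean of at least 5 over all libraries.

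Counts are given as higher and lower, beside 961 and 327 in EpiLC, 963 and 879 in EpiSC, 465 and 854 for the interaction, and 413 and 196 over both stages. With a mean of at least 5, which tests fewer genes, they were 519 and 170, 462 and 507, and 168 and 385 (interaction). With no filter they were 250 and 129 over both stages. With mitochondrial genes removed and libraries rescaled they were 565 and 183 in EpiLC, 535 lower in EpiSC, 303 and 511 for the interaction, and 258 and 126 over both. Quantile normalization gave 538 lower in EpiLC, and removing the length trend 493. With each stage fitted alone they were 289 and 60 in EpiLC and 1713 and 1798 in EpiSC. The mean of the 2 stage contrasts in the joint fit of group means gave 1338 and 724 over both. Weights per group gave 331 and 52 in EpiLC, 2036 and 2124 in EpiSC, 274 higher for the interaction, and 1416 and 1220 over both. Without EpiLC WT replicate 2 and dCD replicate 1 together they were 579 and 184 in EpiLC and 1706 and 1808 in EpiSC. Calls of single genes ended 48 times with each stage fitted alone and 43 times with weights per group. With the replicate number as a block, 88 calls of genes or lists ended. Most of these losses are not named in the text. Where no cause is named, the cause was not tested.

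The replicate numbers do not pair the samples in the order given. Across genes, replicate differences of WT and dCD correlated at -0.583 in EpiLC and -0.007 in EpiSC. In EpiLC the libraries thus shared a component that crosses the numbers. Ribosomal protein shares ran the same way, 16.13% in WT replicate 1 and 16.4% in dCD replicate 2, against 18.88% and 21.2% in the others. The labels give no source for it. Genes that vary together in this way may exceed the preset correlation of 0.01 in the list tests. With the number as a block the counts were 303 and 48, 335 and 247, 93 and 211 (interaction), and 18 and 9 (both). Of the genes named over both stages, Col5a2, Slc27a2, Arhgap45, Pim2 and Sprr2a3 were not called with the block. The cause was not tested. The crossed block gave 664 lower in EpiLC, 1341 lower in EpiSC, 738 and 1338 for the interaction, and 211 and 105 over both stages.

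With 1 library left out at a time, the lone library of a group is assumed to vary like the others. Counts then ranged from 306 to 1893 and 52 to 1387 in EpiLC, 274 to 1476 and 233 to 1540 in EpiSC, 139 to 1366 and 287 to 1859 for the interaction, and 131 to 599 and 60 to 373 over both stages. Counts of lists ranged from 9 to 11 higher and 2 to 5 lower in EpiLC, 8 to 12 and 7 to 9 in EpiSC, and 4 to 8 and 8 to 12 for the interaction.

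Lists called numbered 11 higher and 4 lower in EpiLC, 10 and 7 in EpiSC, and 5 and 8 for the interaction. With an estimated correlation these were 2 and 0, 0 and 0, and 0 and 3. With fry they were 17 higher and 2 lower in EpiLC, and 3 and 15 for the interaction. Without the 2 EpiLC libraries 2 were lower in EpiLC, and with the length trend removed 13 were lower for the interaction. Fry, which asks only whether genes move and not whether they differ from the rest, passed 11 chromosomes in EpiLC where camera passed 0.

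The difference between linked and unlinked PGCLC genes in EpiLC, -0.055, turned to 0.074 without EpiLC dCD replicate 1 (permutation p = 0.0481) and ranged from -0.195 to 0.074 with 1 library left out. In EpiSC the difference of 0.102 was 0.144 by the mean (permutation p = 0.0438) and 0.132 with a pseudocount of 0.1 (p = 0.0396), both past the threshold, and ranged from 0.018 to 0.152 with 1 library left out, passing without WT replicate 2 (0.101, p = 0.0271) and dCD replicate 1 (0.152, p = 0.00533). The cause was not tested. Depth could not be examined, because the values keep no counts.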

Other observations

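The interferon test and the splits within stages were chosen after the data were seen. The interferon list was written and tested after the values of 5 of its members (Usp18, Gbp2, Gbp3, Irgm1 and Nmi) had been seen. In dCD EpiLC Irf1, a transcription factor of the interferon response, rose from 13.1 ± 0.283 to 51.9 ± 2.88 (log2 1.90 ± 0.15, adjusted p = 0.000848), and Psmb8, an immunoproteasome subunit gene, from 0.78 ± 0.0518 to 7.93 ± 2.34 (log2 2.30 ± 0.20). Of 37 measured interferon-stimulated genes 25 were higher in EpiLC and 0 lower. Over the 32 members not seen before, 20 were higher and 12 did not pass (median log2 0.7), and camera gave p = 3.7e-14 (p = 0.00531 with an estimated correlation). The 32 belong to the same response as the 5 seen, so p values over them, here and in EpiSC, are no independent support. In EpiSC 12 of those 32 were higher and 1 lower, Samd9l (median log2 0.394, p = 2.78e-05, and p = 0.0383 with an estimated correlation). The difference between stages had a median of -0.493 over the 32 (p = 0.00183, and p = 0.0864 with an estimated correlation). A raised interferon response in the dCD line may be a trait of the genotype, of the clone or of its culture, and no library here separates these.

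For genes called over both stages, the 8 libraries were also divided in other ways into 4 and 4, each fitted with stage as a term. Only the genotype split reached its 609 genes, 1 of 34 splits that could be fitted, and the highest of the others called 69. That split set EpiLC WT and EpiSC dCD against the rest, which is the difference of the dCD effect between stages. Splits other than the genotype leave the genotype effect in the residual spread, so their low counts are no measure of chance. Only 18 of these splits take 2 libraries from each stage, as the genotype does, and they include the one with 69. Splits of that kind are too few for a share under 0.05. All these splits say nothing about a difference between clones, which follows the genotype.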
